A study of Mus musculus with 18 samples. Its data were reported in "Immunoprophylactic and immunotherapeutic control of hormone receptor-positive breast cancer" (2020).

How the data were processed

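Gene expression was measured on Affymetrix mouse whole-transcript arrays in 18 tissue samples from female C57Bl/6 mice. Total RNA from each tissue was converted to labelled sense-strand DNA and hybridised to its own array. The 3 groups held 6 arrays each: mammary tumors, hyperplastic mammary glands and normal mammary glands. Mice of the first 2 groups carried a pellet that released 50 mg of medroxyprogesterone acetate (MPA, a synthetic progestin) over 90 days, and received 6 gavages of 200 uL of 7,12-dimethylbenz[a]anthracene (DMBA, a carcinogen) at 5 mg/mL, starting at an age of 6 to 9 weeks. Normal glands came from mice given neither agent, whose age is not stated. Groups were taken from the sample titles. The labels number the samples in a group without naming the mouse behind each, so the p-values measure the spread between these samples. All arrays belong to a single experiment, no batch is recorded, and the arrays of a group cannot be divided by processing day.

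The deposited values are log2 expression values on a common scale. The authors made them with robust multi-array averaging (RMA), which subtracts background, forces the arrays to the same distribution (quantile normalization) and combines the probes of a transcript cluster by median polish. The submitters' processing notes name Expression Console, RMA and Partek without versions. The values lay between 2.11 and 13.99, and array medians between 5.31 and 5.51. Because quantile normalization gives the arrays a like distribution, a difference in the total amount of RNA per cell between groups was not measurable. RMA also compresses differences near background, so folds of weakly expressed genes are low estimates. The number of arrays, 6 per group, limits the precision. The table held 65535 entries: 58803 transcript clusters and 6732 controls, of which 5222 are negative control probe sets and 1324 positive controls. A second deposited table with 58776 entries held identical values at all 58776 shared entries. The identifiers carry a chromosome number, and apart from 2 entries the autosomes in the table end at 16, so that genes on later autosomes, among them most MHC genes, were not analysed here.

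Transcript clusters were named through the array's own annotation table, and 19869 of the identifiers also matched a gene ID of the RefSeq gene table, from which the current symbol was taken. Of 29266 named clusters, 27309 had 1 symbol; 1957 with several symbols and 29537 without a name were set aside and tested separately. Where 198 genes had more than 1 cluster, the cluster with the highest mean was used, which left 27030 genes. A detection level of 5.36 log2 was set at the 95th percentile of the mean values of 1078 olfactory receptor genes, which a mammary gland hardly expresses; 17049 genes (63.1%) lay above it.

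A linear model with 3 group means was fitted to all 18 arrays with limma 3.58.1 in R 4.3.3. The comparisons were tumor against normal, tumor against hyperplastic, hyperplastic against normal, and tumor against the mean of both non-tumor groups. Moderated tests were two-sided and adjusted by the Benjamini-Hochberg method over 27030 genes in each comparison. A gene was called at an adjusted p under 0.05. Changes are log2 differences of group means with the standard error (SE) from limma, and the count of arrays past the other group's mean is given out of 6. Called genes beyond 4-fold (a log2 change of 2) were also counted. The pipeline was tested on simulated data: for tumor against normal, with 27030 genes, 98 of 100 genes changed by a log2 of 1 and 99 of 100 changed by 2 were recovered, beside 11 unchanged genes. These were 4.8% of all calls, which include mitosis genes raised together as a list. The simulated errors were independent between genes and equally wide in all groups, and few genes were changed, unlike in these samples. The simulation therefore checks the code and does not give the share of false calls in these samples.

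Gene lists for 37 cell types and pathways were written from textbook knowledge, among them a pair of lists made of germinal center and tertiary lymphoid genes that the study names. The study chose those genes on these samples, so they are not independent evidence. Some of them, among them Cd4, Il7r, the Cd3 genes and Cxcl13, are also given under other lists, where the same limit holds. Lists with at least 5 measured members (32 of 37) were tested against all other genes with camera at its preset inter-gene correlation of 0.01, repeated with an estimated correlation, and adjusted over the lists. Members called were also counted with p-values adjusted over the list alone. A list score is the mean of a list's genes on an array, each gene centred on its mean over all arrays. Scores were compared by an exact two-sided permutation test over all splits, 924 for 6 against 6 arrays, whose smallest p is 0.00216. The array measures were the first principal component over all genes and the distance of an array to the mean of the other arrays of its group, both compared by the same exact test and adjusted over 4 comparisons.

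The groups, comparisons, lists, thresholds, gene naming rule and most alternatives were fixed before the data were examined. The rule named, for each comparison, the 5 largest rises and the 5 largest falls among called genes whose groups do not overlap and whose higher mean lies above the detection level, leaving out gene models and small RNAs; for each list, up to 4 called members with the largest change; the genes of the study's lists; and Esr1, Pgr, Erbb2, Mki67, Vim, Foxp3 and Cd274. The text departs from the rule: it gives only part of the list members so named, picked after their values were seen, and leaves out the fifth fall of tumors against normal glands, that of a further immunoglobulin kappa variable segment. Foxp3, Cd274 and Ccl21a had no cluster with that symbol alone and were not analysed here. The alternatives were another normalization (cyclic loess), centring on reference genes (3 of 6 planned were measured, Hprt, Polr2a and Sdha), the detection filter, array weights, moderation with a trend and robust variances, the mean of a gene's clusters, a replicate block, only the groups compared, unadjusted p-values, the second table, the most variable genes for array measures, and leaving out each of 18 arrays in turn. Exact permutation of list means, and leaving out 3 arrays that stood apart, were added after the data had been seen. Single arrays were tested with Dixon's range ratio against the tabulated critical value of 0.625 for groups of 6. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.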

Results

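Expression of 27030 genes was measured in 18 mammary tissues of C57Bl/6 mice: 6 tumors that arose under medroxyprogesterone acetate and DMBA (M/D-driven tumors), 6 hyperplastic glands from mice that had received the same agents and bore no tumor there, and 6 glands from M/D-naïve mice. Tumors were taken at 0.7 to 1 cm2. Array medians ran from 5.31 to 5.51 log2 units, and 17049 genes had a mean above the detection level. The ability of an array to separate positive from negative control probe sets (area under the curve) averaged 0.896 ± 0.0128 in tumors, 0.883 ± 0.0102 in hyperplastic glands and 0.872 ± 0.00637 in normal glands (SD, n = 6 each). It was higher in tumors than in normal glands (exact permutation p = 0.00433) and in hyperplastic than in normal glands (exact permutation p = 0.0476), while the difference between tumors and hyperplastic glands did not pass (exact permutation p = 0.0801).

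The profiles were compared without supervision to ask whether tumors form a group of their own and where exposed glands without a tumor lie. Tumors stood apart from both kinds of gland along the first principal component, which held 48.3% of the variance (11.7% for the second). Their scores averaged 45.1 ± 12.2 (SD, n = 6), against -22.6 ± 11.2 in the 12 non-tumor glands, with no overlap (exact permutation p = 5.39e-05, the smallest possible, adjusted p = 0.000216). Hyperplastic glands (-14.0 ± 9.8) lay between normal glands (-31.1 ± 2.05) and tumors, and 6 of 6 scored above every normal gland (exact permutation p = 0.00216, adjusted p = 0.00288). Tumors also differed from each other more than normal glands did, with a distance to their own group of 54.5 ± 9.34 against 26.6 ± 6.27 (exact permutation p = 0.00216, adjusted p = 0.00288). For hyperplastic glands the distance was 35.6 ± 4.6 (exact permutation p = 0.0238, adjusted p = 0.0238). That last call ended without hyperplastic 3 (exact permutation p = 0.0606) or without normal 1, 2, 3 or 4 (exact permutation p = 0.0671, 0.0844, 0.0693 and 0.0649). Centring on reference genes ended it too (exact permutation p = 0.935), and also ended the call of hyperplastic against normal glands on the first component (exact permutation p = 0.201). Tumor 3 (second component -42.5) and tumor 6 (-27.4) lay away from the other tumors, and tumor 6 was most correlated with a hyperplastic gland.

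**Figure D1:**
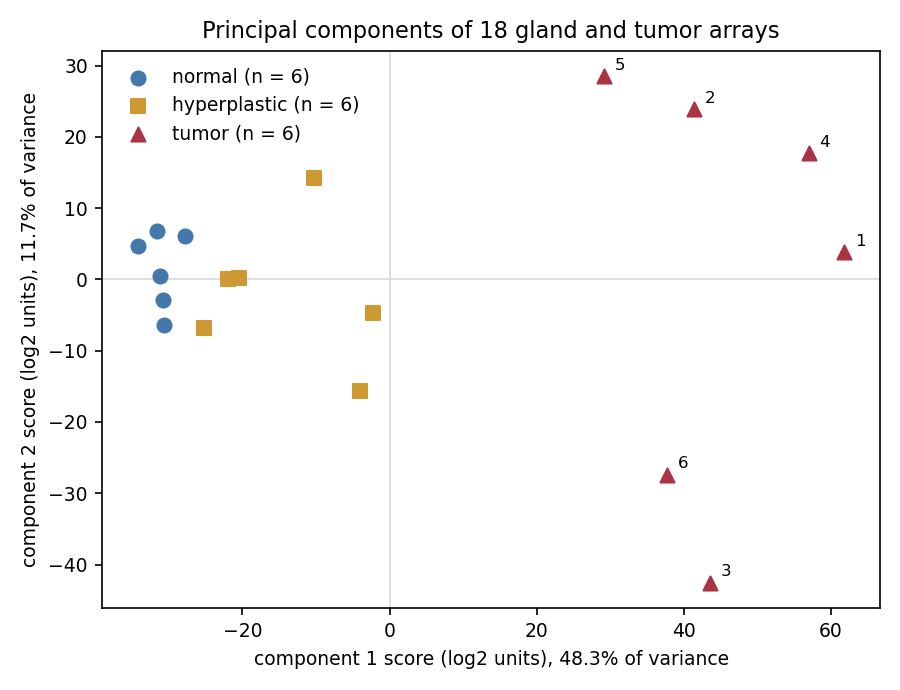
Scores of the 18 arrays on the first (x axis, 48.3% of variance) and second (y axis, 11.7%) principal component, in log2 units, with 1 point per array, coloured by group and with tumors numbered. The 6 tumors lie at first-component scores of 29.1 to 61.8 and the 12 glands at -34.2 to -2.29, with tumors 3 and 6 low on the second component.

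The comparison of tumors with normal glands asks what distinguishes M/D-driven tumors from tissue that never met either agent. Tumors had more transcripts of cell division genes and far fewer of lymphocyte and fat cell genes. Top2a, the topoisomerase that untangles replicated DNA, was 5.89-fold higher (log2 change 2.56, SE 0.22, n = 6 per group), and the proliferation marker Mki67 4.48-fold higher (2.16, SE 0.18). Cr2, the complement receptor of B cells and follicular dendritic cells, was lower (-3.78, SE 0.28), and Adipoq, which encodes the fat hormone adiponectin, 9.04-fold lower (-3.18, SE 0.29). Of 27030 genes, 5278 rose and 3435 fell, 52 and 217 of them beyond 4-fold. For genes with a group mean under the detection level, as Cr2 in tumors, the log2 change is limited by the floor of the array and no fold is given. Every gene given below with an adjusted p lay past the normal mean in 6 of 6 tumors unless a smaller count is stated.

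All 23 measured mitosis genes and all 23 DNA replication genes rose in tumors, the same counts as with p adjusted over the list alone. Bub1, a spindle checkpoint kinase, changed by 2.52 (SE 0.21, adjusted p = 1.44e-07), and the cytokinesis gene Anln by 2.45 (SE 0.23). The spindle assembly factor Tpx2 changed by 2.43 (SE 0.17). Among replication genes, Rrm2 of ribonucleotide reductase changed by 2.19 (SE 0.19, adjusted p = 1.95e-07) and the helicase subunit Mcm6 by 1.54 (SE 0.24). Median changes were 2.05 and 0.95 (camera adjusted p = 4.86e-24 and 7.42e-14, adjusted p = 0.102 and 0.131 with an estimated correlation, exact permutation of the list means, adjusted p = 0.00533 for each). Of 13 hypoxia and glycolysis genes, 9 rose and 1 fell, with a median of 0.66 (camera adjusted p = 0.0168, adjusted p = 0.572 with an estimated correlation, permutation adjusted p = 0.0204). The call ended without normal 6 (camera adjusted p = 0.058). The oxygen sensor Egln3 changed by 2.50 (SE 0.31), the glycolytic enzyme Pgk1 by 1.89 (SE 0.21) and the glucose transporter Slc2a1 by 1.71 (SE 0.28, adjusted p = 0.00011). Of 9 p53 targets, 4 rose (camera adjusted p = 0.069), and leaving out tumor 3, tumor 6, hyperplastic 1 or normal 5 brought the list past the threshold (camera adjusted p = 0.0396, 0.0457, 0.0359 and 0.0476).

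Lymphocyte genes fell together. The sample labels do not say whether the lymph node was removed from the glands, so these falls may partly reflect node tissue in the glands. All 15 T cell genes fell (median -1.59), led by Cd4 (-2.73, SE 0.32, adjusted p = 3.88e-06) and the interleukin-7 receptor gene Il7r (-2.62, SE 0.38). The T cell receptor complex genes Cd3g, Cd3e and Cd3d changed by -2.29, -2.05 and -1.34 (SE 0.25, 0.30 and 0.22). The T cell genes given here are among those the study chose on these samples, so the T cell list is not wholly independent evidence. Of 13 B cell genes, 12 fell (median -1.70), among them the adaptor Bank1 (-3.32, SE 0.28) and the low-affinity IgE receptor Fcer2a (-2.69, SE 0.25). Camera gave adjusted p = 6.01e-14 for T cells and 1.13e-13 for B cells, and adjusted p = 0.117 and 0.102 with an estimated correlation. Of 7 plasma cell genes 4 fell, led by Ighm (-3.73, SE 0.32) and Jchain (-2.47, SE 0.32), and 1 rose with p adjusted over the list alone (camera adjusted p = 0.00867, adjusted p = 0.102 with an estimated correlation). Natural killer and cytotoxic genes fell in 9 of 16 (10 adjusted over the list alone), with Klrd1 at -1.65 (SE 0.13) and the chemokine Ccl5 at -1.56 (SE 0.23). The natural killer list had a camera adjusted p = 3.64e-07, adjusted p = 0.117 with an estimated correlation. Lymph node stroma genes fell in 4 of 9 and rose in 1 (camera adjusted p = 0.00581, adjusted p = 0.239 with an estimated correlation). The follicle-organising chemokine Cxcl13 fell 13.7-fold (-3.78, SE 0.54), and Ccr7, which guides cells into lymph nodes, changed by -1.28 (SE 0.22). Dendritic cell genes fell in 8 of 10, including the plasmacytoid marker Siglech (-2.02, SE 0.20) and the cross-presenting marker Clec9a (-1.54, SE 0.17). The dendritic cell list had a camera adjusted p = 2.37e-07, adjusted p = 0.0826 with an estimated correlation. Of 9 checkpoint and regulatory T cell genes 4 fell, among them Il2ra (-1.09, SE 0.20). The checkpoint list had a camera adjusted p = 0.0102, adjusted p = 0.298 with an estimated correlation. Exact permutation of these list means gave adjusted p = 0.0099 for checkpoint genes and 0.00533 for the rest.

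The genes that the study named for germinal centers (4 of 4 measured) and tertiary lymphoid organs (6 of 6) all fell, which is not independent evidence since they were chosen on these samples. Medians were -2.18 and -2.31. Btla changed by -2.02 (SE 0.28), Cd22 by -2.31 (SE 0.23), Dock10 by -2.05 (SE 0.19) and Dpp4 by -2.33 (SE 0.19). Only the second list was large enough for camera (adjusted p = 1.30e-07, adjusted p = 0.0826 with an estimated correlation). The 1 measured gene of MHC class II presentation, its master regulator Ciita, fell (-1.31, SE 0.18), while 0 of 3 class I genes were called by limma, and 0 at an unadjusted p under 0.05. Macrophage and neutrophil genes were mixed, and neither list passed camera. Of 13 macrophage genes 7 rose and 1 fell (median 0.62, camera adjusted p = 0.126, permutation adjusted p = 0.0269). Arg1, which encodes arginase, changed by 1.94 (SE 0.26, adjusted p = 1.66e-05), the scavenger receptor Msr1 by 1.67 (SE 0.42) and the Fc receptor Fcgr1 by 1.44 (SE 0.33), whereas Cd163, a marker of resident macrophages, fell (-1.22, SE 0.22). Of 12 neutrophil genes 2 rose and 1 fell (camera adjusted p = 0.666). Of 16 interferon-stimulated genes 7 rose and 3 fell (8 and 3 adjusted over the list alone, camera adjusted p = 0.297). The antiviral synthetases Oas2 and Oas1a rose (1.43, SE 0.33, and 1.32, SE 0.22) while the transcription factor Irf1 fell (-1.31, SE 0.20). Without tumor 1, which scored lowest for this list, the camera adjusted p was 0.0033. Natural killer receptor ligands rose in 2 and fell in 2 of 6 (camera adjusted p = 0.952).

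Fat cell genes fell in 17 of 17 (median -2.74, camera adjusted p = 1.22e-21, adjusted p = 0.0826 with an estimated correlation, permutation adjusted p = 0.00533). Besides Adipoq, the hormone gene Retn changed by -3.15 (SE 0.34), the lipid droplet gene Cidec by -3.09 (SE 0.29) and the lipase Lpl by -3.07 (SE 0.26). Fatty acid synthesis genes fell in 4 of 7, with Thrsp at -2.05 (SE 0.44, adjusted p = 0.00133) and fatty acid synthase, Fasn, at -1.63 (SE 0.24). The fatty acid synthesis list had a camera adjusted p = 0.000869, adjusted p = 0.255 with an estimated correlation. Brown fat genes rose in 1 of 6 (camera adjusted p = 0.952). Of 11 blood endothelial genes 11 fell, among them the angiopoietin receptor Tek (-1.88, SE 0.17) and the tight junction gene Cldn5 (-1.42, SE 0.14). The endothelial list had a camera adjusted p = 8.89e-13, adjusted p = 0.0826 with an estimated correlation. Fibroblast and matrix genes fell in 6 and rose in 1 of 15 (camera adjusted p = 0.00035, adjusted p = 0.196 with an estimated correlation). Dpt, Lum and Dcn, which encode matrix proteins that bind collagen, changed by -2.63, -1.86 and -1.57 (SE 0.16, 0.18 and 0.15). Lymphatic endothelial genes were split, with 1 higher (Pdpn, 1.57, SE 0.30) and 2 lower, or 2 and 2 adjusted over the list alone (camera adjusted p = 0.297). Skeletal muscle genes fell in 1 of 12 and in 0 adjusted over the list alone (camera adjusted p = 0.126). The list passed without tumor 3 or normal 3 (camera adjusted p = 0.0396 and 0.0477) and after centring on reference genes (0.00869). Of Schwann cell genes 1 of 3 rose and 1 fell, and of erythrocyte genes 0 of 2 were called by limma, and 0 at an unadjusted p under 0.05.

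Epithelial genes rose in 5 of 14, with Cldn4, a claudin of epithelial tight junctions, at 1.25 (SE 0.37, adjusted p = 0.0146) and keratin 7, Krt7, at 0.90 (SE 0.25, adjusted p = 0.00904), each higher in 5 of 6 tumors. The list passed camera narrowly (adjusted p = 0.0322, adjusted p = 0.759 with an estimated correlation, permutation adjusted p = 0.139). It ceased to pass without tumor 2, 4, 5 or 6 (adjusted p = 0.13, 0.0669, 0.0958 and 0.0618), without normal 2 or 6 (0.0545 and 0.0957) and after centring on reference genes (0.0779). The estrogen receptor gene Esr1 fell by 0.73 on the log2 scale (SE 0.21, adjusted p = 0.0128, lower in 5 of 6). The progesterone receptor gene Pgr differed by 0.45 (SE 0.53, adjusted p = 0.573, higher in 4 of 6). Erbb2, which encodes HER2, rose by 0.56 (SE 0.16, adjusted p = 0.0107, higher in 5 of 6). Vim, which encodes the mesenchymal filament vimentin, differed by -0.06 (SE 0.13, adjusted p = 0.797, lower in 4 of 6), and by -0.21 (adjusted p = 0.0442) without tumor 3, whose value was highest. With tumors 3 and 6 and hyperplastic 3 left out, Esr1 changed by -0.45 (adjusted p = 0.0813) and Pgr by 1.37 (adjusted p = 0.00188). Hormone-sensing luminal genes fell in 1 of 7, milk and alveolar genes fell in 1 of 13, and basal genes rose in 2 of 7 (camera adjusted p = 0.952, 0.952 and 0.772). Of 9 epidermis genes 0 were called by limma and 1 had an unadjusted p under 0.05 (camera adjusted p = 0.672). Of 5 mesenchymal transition genes 1 fell (camera adjusted p = 0.55). Of 9 Wnt targets 2 fell, among them Lef1 (-2.24, SE 0.36), which T cells also express (camera adjusted p = 0.326, and 0.0457 without tumor 6). Nicotinamide and NAD metabolism genes fell in 4 of 11, led by the methyltransferase Nnmt (-1.57, SE 0.11) and by Aox1 (-1.36, SE 0.18). The nicotinamide list had a camera adjusted p = 0.0217, adjusted p = 0.117 with an estimated correlation. Of 7 xenobiotic response genes 2 fell (camera adjusted p = 0.161, permutation adjusted p = 0.0173). Median, mean and camera direction differed in sign for brown fat, hormone-sensing, milk, mesenchymal transition, lymphatic endothelial and Wnt genes.

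Among called genes whose groups do not overlap, the largest rises belonged to Sprr1a, a cornified envelope protein (12.0-fold, log2 change 3.59, SE 0.64, adjusted p = 0.000276), the protease inhibitor Serpinb2 (3.07, SE 0.83, adjusted p = 0.00808) and the calcium-binding S100a8 of neutrophils and stressed epithelium (2.93, SE 0.87, adjusted p = 0.0148). They were followed by the collagen gene Col12a1 (7.30-fold, 2.87, SE 0.39) and Nrg1, which encodes the ErbB receptor ligand neuregulin 1 (7.30-fold, 2.87, SE 0.38, adjusted p = 1.45e-05). The 4 largest falls included the immunoglobulin kappa variable segments Igkv5-43 (-5.18, SE 0.73) and Igkv5-45 (-4.02, SE 0.54). The others were Cpa3, which encodes mast cell carboxypeptidase (22.4-fold, -4.49, SE 0.35, adjusted p = 7.97e-08), and Cyp2e1, a cytochrome P450 (19.7-fold, -4.30, SE 0.37). Serpinb2 and S100a8 lay under the detection level in normal glands and both segments in tumors, so their size and rank are uncertain. Probes for one immunoglobulin segment share sequence with related segments, so which of them changed is uncertain.

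**Figure D2:**
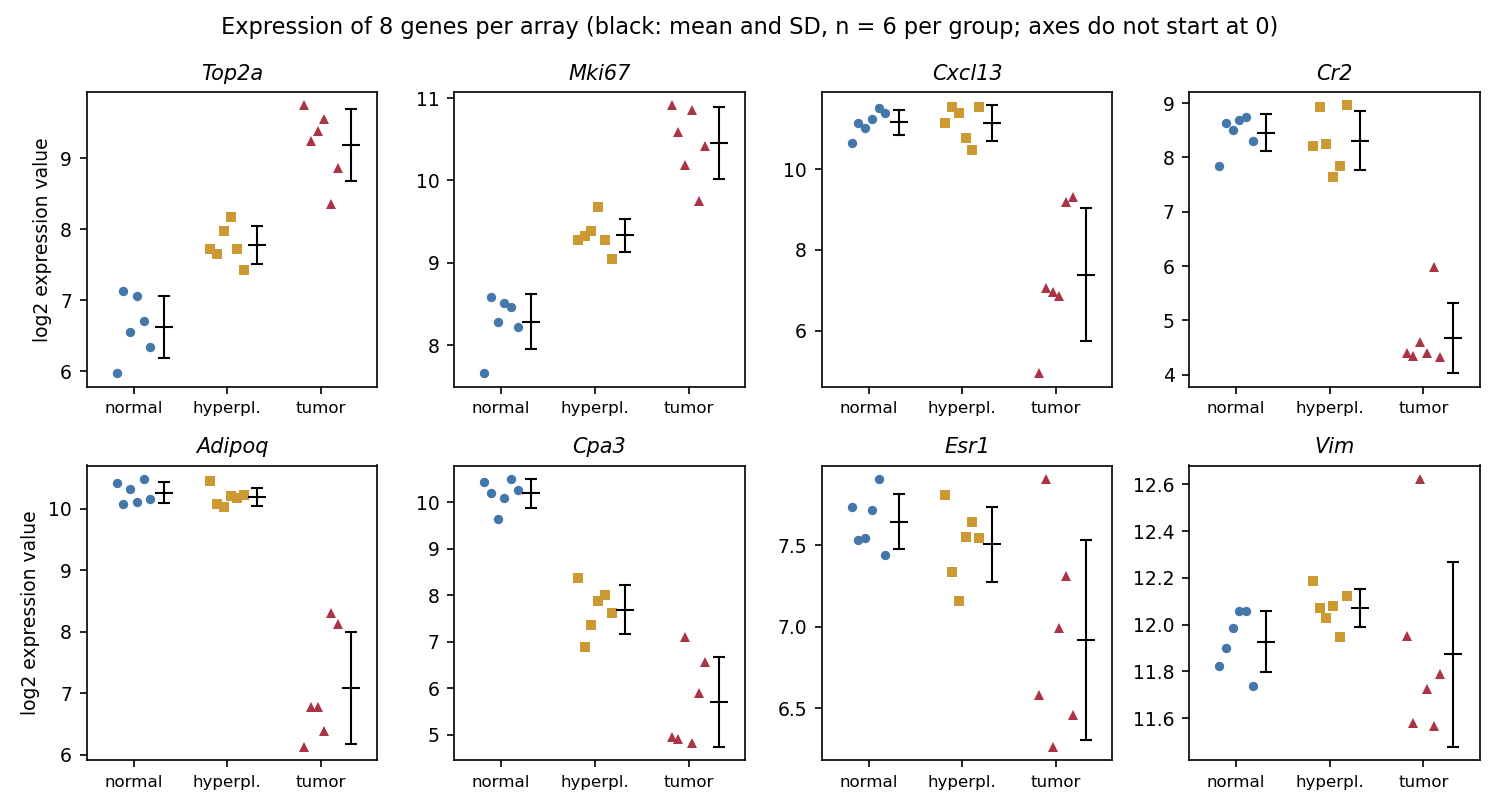
Expression (y axis, log2 expression value, not starting at 0) of genes for cell division (Top2a, Mki67), lymphoid follicles (Cxcl13, Cr2), fat cells (Adipoq), mast cells (Cpa3), the estrogen receptor (Esr1) and vimentin (Vim) in normal glands, hyperplastic glands and tumors, 1 point per array, with mean and SD in black (n = 6 per group). Mki67 averages 8.29, 9.33 and 10.4 in that order, Cxcl13 is above 10 in every gland and 7.38 on average in tumors, and Cpa3 averages 10.2, 7.69 and 5.71.

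Of the genes called in tumors against normal glands, 60.6% were higher, and 77% after centring on reference genes, which moved the median change of all genes from 0.0439 to 0.156 and the count of falls to 2053. Of 5222 negative control probe sets, 439 (8.41%) passed the same test, 406 of them lower in tumors, so that small falls of weakly expressed genes are less secure than the adjusted p states.

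Tumors were next compared with hyperplastic glands, which had the same exposure, to ask what accompanies the tumor itself. Cell division genes were higher in tumors here too, and lymphocyte, fat cell and endothelial genes lower. The mitotic kinase gene Bub1 was 3.25-fold higher (log2 change 1.70, SE 0.21, n = 6 per group) and Mki67 2.17-fold higher (1.12, SE 0.18). Cxcl13, which the study had chosen on these samples, was 13.6-fold lower (-3.76, SE 0.54). Lep, which encodes the fat hormone leptin, was 8.80-fold lower (-3.14, SE 0.18). Of 27030 genes 3229 rose and 2317 fell, and beyond 4-fold these were 2 rises and 141 falls. The 2 rises, named after their values were seen, were Nrg1 (4.44-fold, 2.15, SE 0.38, adjusted p = 0.000561) and Padi3, a peptidylarginine deiminase (4.12-fold, 2.04, SE 0.41, adjusted p = 0.0017, higher in 5 of 6). Genes given with an adjusted p lay past the hyperplastic mean in 6 of 6 tumors unless stated.

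All 23 mitosis genes rose against hyperplastic glands (median 1.34, camera adjusted p = 4.21e-24, adjusted p = 0.0474 with an estimated correlation). So did 20 of 23 replication genes, or 23 adjusted over the list alone (median 0.68, camera adjusted p = 2.23e-13, adjusted p = 0.113 with an estimated correlation). Whether the glands held node tissue is unknown for this comparison too. T cell genes fell in 15 of 15 (median -1.68) and B cell genes in 12 of 13, or 13 adjusted over the list alone (median -1.81, camera adjusted p = 1.26e-19 and 2.25e-19, adjusted p = 0.0359 and 0.0338 with an estimated correlation). Cd4 changed by -2.57 (SE 0.32, adjusted p = 2.09e-05), Il7r by -2.39 (SE 0.38), Cd3g by -2.29 (SE 0.25), Cd3e by -2.20 (SE 0.30) and Cd3d by -1.38 (SE 0.22). The study chose these T cell genes on these samples, so they are not independent evidence here either. Natural killer and cytotoxic genes fell in 12 of 16, or 15 adjusted over the list alone, with Ccl5 at -1.76 (SE 0.23). Plasma cell genes fell in 3 of 7 (with 1 higher adjusted over the list alone), lymph node stroma genes in 5 of 9 (6), dendritic cell genes in 7 of 10 (8), among them Siglech (-1.30, SE 0.20), and checkpoint and regulatory T cell genes in 5 of 9 (6). The coinhibitory receptor Ctla4 changed by -1.21 (SE 0.14) and Il2ra by -1.50 (SE 0.20, adjusted p = 4.22e-05). Camera adjusted p for these 5 lists were 2.76e-13, 0.00607, 8.90e-07, 2.33e-08 and 6.32e-07 in that order, and with an estimated correlation adjusted p = 0.0325, 0.0474, 0.0356, 0.0325 and 0.0359. The 4 germinal center and 6 tertiary lymphoid genes of the study all fell (Btla -1.88, Cd22 -2.18, Dock10 -1.72, Dpp4 -1.83, with SE 0.28, 0.23, 0.19 and 0.19), again not independent evidence. Ciita and 3 of 3 MHC class I genes (Psmb10, B2m and Erap1) fell. After centring on reference genes limma called none of these 3, and with only these groups fitted Psmb10 and Erap1 lost their call. Of 16 interferon-stimulated genes 3 fell and 0 rose by limma, with Cxcl9, a chemokine induced by interferon gamma, at -1.81 (SE 0.15, adjusted p = 2.76e-07) and Irf1 at -1.12 (SE 0.20). The interferon list had a camera adjusted p = 0.274, and 0.00632 after centring on reference genes.

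Fat cell genes fell in 17 of 17 (median -2.87, camera adjusted p = 4.78e-32, adjusted p = 0.0325 with an estimated correlation), with Cidec at -3.31 (SE 0.29) and Retn at -3.25 (SE 0.34). All 7 fatty acid synthesis genes fell, among them Thrsp (-2.71, SE 0.44), Fasn (-2.23, SE 0.24) and acetyl-CoA carboxylase, Acaca (-1.95, SE 0.26). The fatty acid synthesis list had a camera adjusted p = 1.76e-10, adjusted p = 0.0338 with an estimated correlation. Endothelial genes fell in 10 of 11, with Cldn5 at -1.72 (SE 0.14). The endothelial list had a camera adjusted p = 3.82e-13, adjusted p = 0.0325 with an estimated correlation. Nicotinamide genes fell in 2 of 11, Nnmt at -1.40 (SE 0.11) and Aox1 at -1.32 (SE 0.18). The nicotinamide list had a camera adjusted p = 0.0019, adjusted p = 0.0338 with an estimated correlation. Fibroblast and matrix genes fell in 4 of 15, with Dpt at -2.24 (SE 0.16), or rose in 1 and fell in 5 adjusted over the list alone (camera adjusted p = 0.00661, adjusted p = 0.346 with an estimated correlation). Skeletal muscle genes fell in 1 of 12 (camera adjusted p = 0.0112, adjusted p = 0.672 with an estimated correlation), a list call that ended without tumor 5, hyperplastic 3 or hyperplastic 4 (0.0517, 0.0553 and 0.147). Of 13 hypoxia and glycolysis genes 6 rose and 1 fell, or 8 and 2 adjusted over the list alone (camera adjusted p = 0.272, and 0.0304 without tumor 2). Of 13 macrophage genes 1 rose, Arg1 (1.67, SE 0.26). None of 14 epithelial, 7 hormone-sensing, 9 epidermis, 5 mesenchymal transition or 12 neutrophil genes was called by limma, and 8 of these 47 genes had an unadjusted p under 0.05. The epithelial list nonetheless passed without tumor 3 (camera adjusted p = 1.15e-05 against 0.287 with it). Basal genes rose in 1 of 7 (0 adjusted over the list alone), milk and alveolar genes fell in 1 of 13 and brown fat genes in 1 of 6. The milk and brown fat lists passed without tumor 6 (camera adjusted p = 0.0446 and 0.00118). Of the remaining lists, NK receptor ligands had 1 higher and 1 lower, lymphatic endothelial genes 1 and 2, p53 targets 2 higher, xenobiotic response genes 2 lower, Wnt targets 1 lower, Schwann cell genes 1 lower and erythrocyte genes 1 lower. Median, mean and camera direction differed in sign for interferon, milk, basal, epidermis, mesenchymal transition, lymphatic endothelial, p53 and Wnt genes.

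Esr1 differed by -0.59 (SE 0.21, adjusted p = 0.0578, lower in 5 of 6), and passed without tumor 2, tumor 5 or hyperplastic 3 (adjusted p = 0.0024, 0.0386 and 0.0456). It also passed with cyclic loess (0.0499), with only genes above the detection level (0.041) and with a replicate block (0.0499). Pgr differed by 0.00 (SE 0.53, adjusted p = 0.998, lower in 2 of 6) and Erbb2 rose by 0.59 (SE 0.16, adjusted p = 0.0125, or 0.051 with only these groups fitted). Vim differed by -0.20 (SE 0.13, adjusted p = 0.343, lower in 5 of 6) or by -0.35 (adjusted p = 0.00291) without tumor 3. Nrg1 and Padi3 rose most but overlapped between the groups. Without overlap, the 5 largest rises were those of the amino acid transporter Slc6a15 (1.92, SE 0.52, adjusted p = 0.0133, or 0.0553 with only these groups fitted), Depdc1a (1.84, SE 0.18), Egln3 (1.78, SE 0.31, adjusted p = 0.000493), the cytokinesis regulator Ect2 (1.71, SE 0.22) and Anln (1.70, SE 0.23). The 5 largest falls without overlap were those of Cyp2e1 (16.4-fold, -4.04, SE 0.37), Cxcl13, the T cell receptor segment Trbv20 (-3.69, SE 0.40), the thyrotropin receptor gene Tshr (-3.63, SE 0.22, adjusted p = 1.83e-08) and Cr2 (-3.63, SE 0.28). Trbv20, Tshr and Cr2 lay under the detection level in tumors and Depdc1a in hyperplastic glands, so their size and rank are uncertain. As for immunoglobulin segments, which T cell receptor segment changed is uncertain.

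Of the genes called, 58.2% were higher in tumors, and 90.8% after centring on reference genes, which moved the median change of all genes from 0.0417 to 0.234. The counts became 13100 rises and 1328 falls, so the balance of rises and falls rests on the scaling. The count of 2 rises beyond 4-fold became 0, 5, 6, 1 and 5 without tumors 1 to 5, 6 without hyperplastic 3, 4 without hyperplastic 5, and 18 without tumors 3 and 6 and hyperplastic 3.

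**Figure D3:**
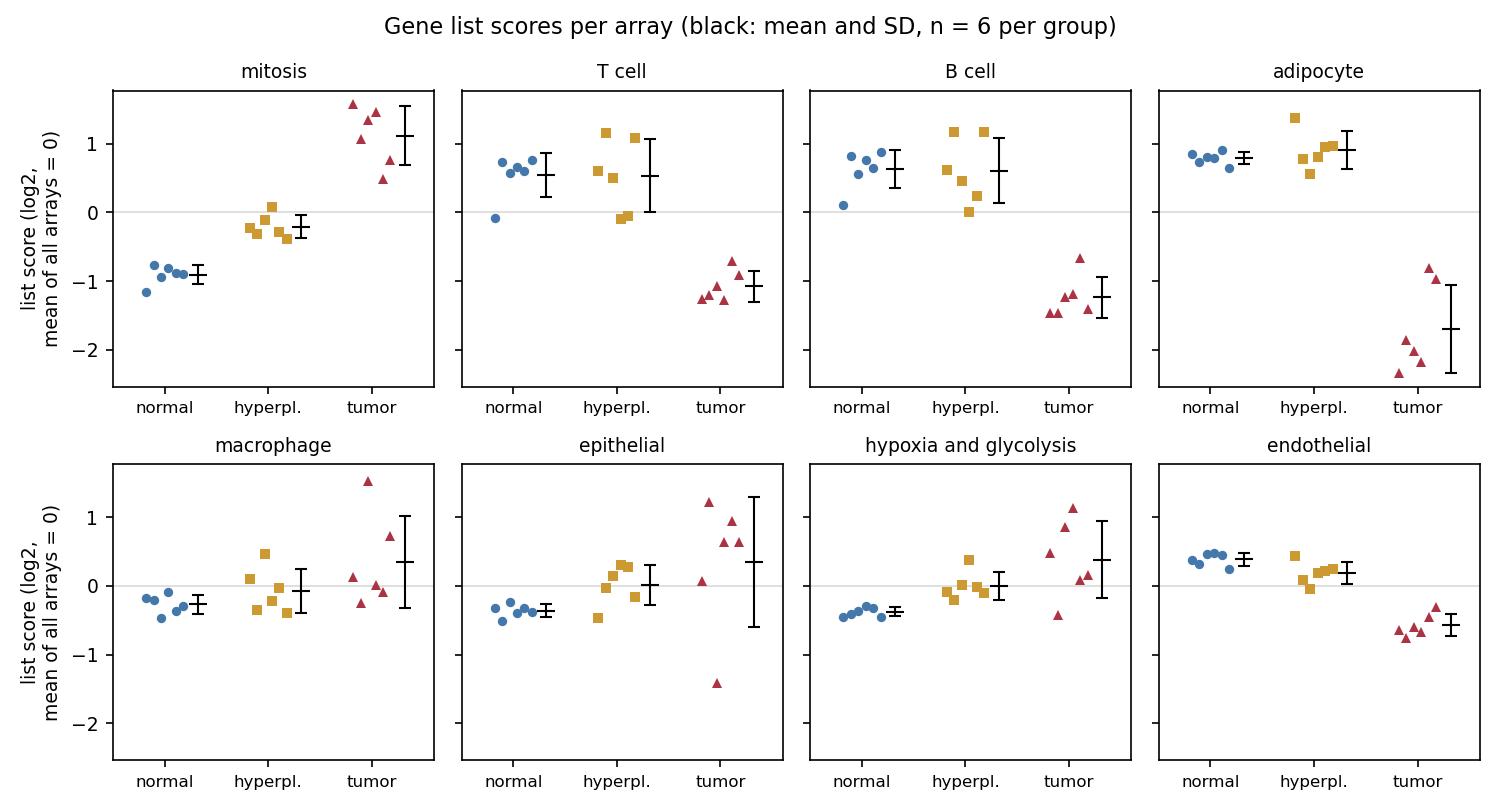
Scores of gene lists (y axis, mean log2 value of the list's genes, each centred on its mean over all arrays) in normal glands, hyperplastic glands and tumors, 1 point per array, with mean and SD in black (n = 6 per group). Mitosis scores average -0.91, -0.21 and 1.12 in that order, T cell scores 0.54, 0.53 and -1.08, and adipocyte scores 0.79, 0.91 and -1.70, and the epithelial list shows tumor 3 far below the other tumors.

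Hyperplastic glands were compared with normal glands to ask what differed in exposed tissue without a tumor. The age of the normal mice is not stated, so a difference of age cannot be told apart from exposure. Differences were fewer and smaller: 274 genes rose and 177 fell, with 1 rise and 3 falls beyond 4-fold. The fit gives each gene the same spread in all 3 groups, so these p-values also carry the wider spread of the tumors. A fit of only the groups compared, given below, called more genes. Mitosis genes were higher, with Top2a 2.22-fold (log2 change 1.15, SE 0.22, n = 6 per group) and Mki67 2.06-fold (1.05, SE 0.18, adjusted p = 0.00881). Transcripts of mast cell proteases were lower: Cpa3 5.68-fold (-2.51, SE 0.35, adjusted p = 0.00151), Mcpt4 5.51-fold (-2.46, SE 0.21, adjusted p = 7.18e-06) and Cma1 3.08-fold (-1.62, SE 0.13). Of the lymphocyte lists that were lower in tumors, limma called 0 of 15 T cell and 0 of 13 B cell genes here (median changes 0.00 and 0.01, with 1 and 0 at an unadjusted p under 0.05). Each gene given below with an adjusted p lay past the normal mean in 6 of 6 hyperplastic glands unless stated.

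Mitosis genes rose in 11 of 23, or 23 adjusted over the list alone (median 0.66, camera adjusted p = 1.44e-26, adjusted p = 0.307 with an estimated correlation, exact permutation, adjusted p = 0.0173). Cyclin A2, Ccna2, changed by 0.96 (SE 0.16, adjusted p = 0.00547) and Tpx2 by 0.91 (SE 0.17). Replication genes were called in 0 of 23 by limma, or 1 higher adjusted over the list alone and 11 higher at an unadjusted p under 0.05, although the list passed camera (median 0.26, adjusted p = 6.59e-08, adjusted p = 0.472 with an estimated correlation, permutation adjusted p = 0.0462). Fatty acid synthesis genes rose in 2 of 7, or 6 adjusted over the list alone: the elongase Elovl6 (1.32, SE 0.31, adjusted p = 0.0399) and ATP citrate lyase, Acly (0.96, SE 0.24, adjusted p = 0.0496). The fatty acid synthesis list had a camera adjusted p = 2.53e-06, adjusted p = 0.307 with an estimated correlation, permutation adjusted p = 0.0462. Of 16 interferon-stimulated genes 1 rose, or 6 adjusted over the list alone (median 0.38, camera adjusted p = 2.86e-06, adjusted p = 0.472 with an estimated correlation, permutation adjusted p = 0.0277). It was Cxcl9 (1.02, SE 0.15, adjusted p = 0.00207). Ctla4 rose as the 1 of 9 called checkpoint and regulatory T cell genes (0.81, SE 0.14, adjusted p = 0.00557). The checkpoint list had a camera adjusted p = 0.00257, adjusted p = 0.472 with an estimated correlation, permutation adjusted p = 0.0996. Among p53 targets 1 of 9 rose, or 5 adjusted over the list alone: the death receptor gene Eda2r (0.73, SE 0.17, adjusted p = 0.0416). The p53 list had a camera adjusted p = 7.17e-05, adjusted p = 0.307 with an estimated correlation, permutation adjusted p = 0.0173. Hypoxia and glycolysis genes were called in 0 of 13 by limma, or 3 higher adjusted over the list alone and 6 at an unadjusted p under 0.05 (camera adjusted p = 0.000797, adjusted p = 0.49 with an estimated correlation, permutation adjusted p = 0.0173).

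Brown fat genes (0 of 6 called by limma, 1 higher adjusted over the list alone, 2 unadjusted, median 0.45) and epithelial genes (0 of 14 called, 2 higher unadjusted, median 0.35) passed camera with adjusted p = 0.0339 and 0.0223, and adjusted p = 0.49 and 0.82 with an estimated correlation. By permutation of the list means their adjusted p was 0.0173 and 0.0567. The brown fat call ended without hyperplastic 1, 4 or 5 (camera adjusted p = 0.0771, 0.054 and 0.0576), without normal 2, 5 or 6 (0.054, 0.0505 and 0.0771) and with cyclic loess (0.0605). The epithelial call ended without hyperplastic 4 or 5 (0.0645 and 0.119), normal 2 or 6 (0.0552 and 0.11) and with cyclic loess (0.074). Fibroblast and matrix genes fell in 1 of 15, Lum (-0.76, SE 0.18, adjusted p = 0.0417), or 3 adjusted over the list alone (camera adjusted p = 0.0001, adjusted p = 0.404 with an estimated correlation, permutation adjusted p = 0.0346). Endothelial genes fell in 3 of 11, Tek (-0.68, SE 0.17, adjusted p = 0.0453), the von Willebrand factor gene Vwf (-0.63, SE 0.12, adjusted p = 0.0139) and Emcn (-0.61, SE 0.10). The endothelial list had a camera adjusted p = 0.00148, adjusted p = 0.479 with an estimated correlation, permutation adjusted p = 0.0635. Dendritic cell genes fell in 1 of 10, Cd209a (-1.16, SE 0.19), or 2 adjusted over the list alone (camera adjusted p = 0.0115, adjusted p = 0.472 with an estimated correlation, permutation adjusted p = 0.0996), a list call that ended without hyperplastic 4 (0.0645). Of 13 macrophage genes 1 fell, Cd163 (-1.15, SE 0.22, adjusted p = 0.0133). Single cytotoxic and lymph node stroma genes rose, Gzmk, whose mean lay under the detection level, by 0.36 (SE 0.06, adjusted p = 0.00408) and Madcam1 by 0.47 (SE 0.09, adjusted p = 0.0139). With reference genes as the scale their adjusted p was 0.22 and 0.182. Without hyperplastic 4 the natural killer and cytotoxic list passed (camera adjusted p = 0.0116 against 0.268). The lymph node stroma list (0.0556) passed without tumor 2 (0.0409), hyperplastic 3, 4 or 5 (0.0426, 0.016 and 0.0152) or normal 4 or 6 (0.0388 and 0.0391). In the remaining lists, among them adipocyte, neutrophil, milk, basal, epidermis, muscle, Wnt, nicotinamide, plasma cell, germinal center and tertiary lymphoid genes, limma called 0 genes. Dpp4 of the tertiary lymphoid list was called lower with array weights (-0.56) and with only the groups compared (-0.50). The 26 lists without a called gene held 231 measured genes, of which 32 had an unadjusted p under 0.05. Mesenchymal transition genes passed by permutation of the list mean alone (mean -0.15, permutation adjusted p = 0.0462, camera adjusted p = 0.3). Median, mean and camera direction differed in sign for B cell, lymphatic endothelial and nicotinamide genes.

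Esr1 differed by -0.14 (SE 0.21, adjusted p = 0.893, lower in 5 of 6) and Pgr by 0.45 (SE 0.53, adjusted p = 0.842, higher in 5 of 6). Erbb2 differed by -0.03 (SE 0.16, adjusted p = 0.981, lower in 3 of 6) and Vim by 0.14 (SE 0.13, adjusted p = 0.756, higher in 6 of 6). Besides Top2a, the largest rises without overlap between the groups were those of Them5, a thioesterase (2.15, SE 0.52, adjusted p = 0.0446), the interferon-induced GTPase Igtp (2.36-fold, 1.24, SE 0.21, adjusted p = 0.00638), the stress-induced mTOR inhibitor Ddit4 (1.17, SE 0.21) and the spindle protein Ckap2 (1.10, SE 0.20). Besides the proteases, the largest falls without overlap were those of the proteoglycan keratocan, Kera (-2.27, SE 0.17, adjusted p = 2.92e-06), and the C-type lectin Cd209d (2.73-fold, -1.45, SE 0.18). Them5 and Ckap2 lay under the detection level in normal glands and Kera in hyperplastic glands, so their size and rank are uncertain. Several of these calls were close to the threshold. The highest adjusted p with 1 array left out was 0.109 for Them5 (without hyperplastic 3), 0.103 for Elovl6, 0.133 for Acly, 0.105 for Lum and 0.113 for Tek (each without normal 1), and 0.0973 for Eda2r (without hyperplastic 4).

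The 274 rises became 115, 134, 110, 88 and 144 without hyperplastic 1 to 5 and 94, 147, 110, 142 and 165 without normal 1, 2, 3, 5 and 6. The 177 falls became 111, 80 and 87 without hyperplastic 2, 3 and 4 and 83, 111, 101 and 102 without normal 1, 2, 3 and 5. Fitting only these 12 arrays gave 1002 rises and 522 falls, array weights 1549 and 822, and centring on reference genes 34 rises, with 17.4% of calls higher in place of 60.8%, so the direction of the balance rests on the scaling.

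Tumors were last set against both non-tumor groups at once, to collect what separates a tumor from any gland of this series. Of 27030 genes 5337 rose and 3366 fell, 17 and 174 of them beyond 4-fold. The largest rises among genes whose groups do not overlap were those of Depdc1a (2.22, SE 0.16, n = 6 against 12, limma adjusted p = 2.35e-08), Egln3 (4.41-fold, 2.14, SE 0.27), Bub1 (2.11, SE 0.18), Ect2 (4.31-fold, 2.11, SE 0.19) and Anln (4.22-fold, 2.08, SE 0.20), each higher in 6 of 6 tumors. The largest falls were those of Igkv5-43 (-4.32, SE 0.64), Cyp2e1 (18-fold, -4.17, SE 0.32), Cxcl13 (13.6-fold, -3.77, SE 0.46), Tshr (-3.73, SE 0.19) and Cr2 (-3.70, SE 0.24), each lower in 6 of 6. Depdc1a and Bub1 lay under the detection level in the glands and Igkv5-43, Tshr and Cr2 in tumors, so their size and rank are uncertain. Mitosis and replication genes rose in 23 of 23 each, and T cell, adipocyte, lipogenesis and endothelial genes fell in 15 of 15, 17 of 17, 7 of 7 and 11 of 11. Camera called 2 lists higher and 14 lower, 0 of either with an estimated correlation (adjusted p from 0.0501 up), and exact permutation of the list means 4 higher and 14 lower. The 17 rises beyond 4-fold became 10 without tumor 4, 32 without tumor 5, 27 without hyperplastic 3 and 39 without tumors 3 and 6 and hyperplastic 3. Of the calls 61.3% were higher, and 87.1% after centring on reference genes, which gave 12470 rises and 1848 falls.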

Values the study reported

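The study reported that tumors appeared with a latency of about 50 to 150 days after the pellet was implanted, and that 50% of mice bore a tumor around day 90 to 110. For expression it selected genes with limma at an absolute logFC above 2 and a p-value below 0.05.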

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

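Both patterns weighed here were tested only after they had been seen, and the range test behind the single values was planned. In that test the highest or lowest of a group's 6 arrays stands apart when its gap to the next array exceeds a tabulated share of the group's range. Of 396 group results 37 did so (9.34%, where chance gives about 1 in 20): 23 of 291 for named genes and 14 of 96 for list scores. Named genes are also members of scored lists and share the same arrays, so these results are not independent. Whether their share exceeds chance was not tested. Normal 1 was the array in 11 of them and tumor 5 in 8.

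In normal 1 lymphocyte genes were the lowest of their group. The gap took 0.673 of the range for Cd4, 0.826 for Il7r, 0.683 for Cd3e, 0.867 for Lef1 and 0.818 for Trbv20, 0.775 for the T cell list, 0.666 for the NK and cytotoxic list, 0.655 for the checkpoint list and 0.697 for the tertiary lymphoid list. Its T cell score was -0.08, where the next normal gland had 0.58. Tpx2 (0.75) and Igtp (0.676) were lowest in normal 1 too. In tumor 5 lymphocyte genes were the highest among tumors: Cd4 (0.719), Cd3e (0.6252), Cr2 (0.831), Fcer2a (0.799), Ighm (0.747), Trbv20 (0.652), the B cell list (0.66), and with them Tshr (0.648). Only Cd3e in tumor 5 fell short of 0.628, the critical value calculated from the normal distribution. The B cell score of tumor 5 was -0.67, where the next tumor had -1.19. Its adipocyte score was the highest of the tumors too (-0.814, next -0.968) and its mitosis score the lowest (0.489, next 0.755). Whether it held more gland tissue was not tested.

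Lymphocyte genes were lower in tumors than in the 12 glands, and glands can hold lymph node tissue, whose removal the labels do not state. Naive and follicular genes (18 genes, -1.88) fell by more than effector genes (12 genes, -0.71), a difference of -1.17 (exact permutation p = 5.39e-05). Only genes whose mean in the glands lay well above the detection level were used. The full lists of 19 and 21 genes changed by -1.79 and -0.53. Node tissue in the glands that tumors lack could give this difference, and so could a lower share of naive cells among the lymphocytes of tumors. Among the genes kept, those closer to the detection level can still fall by less, and whether that shaped the difference was not tested. Macrophage genes lay 2.13 above T cell genes in their change (exact permutation p = 5.39e-05), where dilution of all other cells by tumor cells would move both alike. A gain of macrophages or of their transcripts in tumors could give the same gap, so the test cannot exclude dilution. Adipocyte and endothelial genes, which the test did not use, fell as well (mean change -2.54 and -0.86). Less lymphoid tissue in tumors as a response to the tumor, which the design names through the groups, was not tested here and stays open. By flow cytometry the study reported fewer CD8+ and CD4+ T cells in tumors than in normal glands. It also reported that FOXP3+ regulatory T cells were enriched among the CD4+ cells of tumors. Its account of that assay does not mention node removal either.

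Tumor 3 had the lowest epithelial genes of the tumors: Krt8 9.28 (10.6 to 12.3 in the other 5), Krt18 8.77 (10.2 to 12.1) and Cdh1 7.59 (9.66 to 10.9), and Vim, at 12.6, was highest (11.6 to 12 in the others, a gap of 0.632 of the range). A mixture of a tumor like the others with non-tumor gland would not give its epithelial score (-1.41), which lay below every gland (lowest -0.517). Its mitosis score lay 0.281 above the mean of the other tumors (SD 0.46), where the epithelial shortfall of -2.12 would have pulled it down. Its level without a mixture is unknown, so the mitosis score alone cannot decide. A gland carrying a tumor label was excluded, since its adipocyte score lay -2.57 below the lowest gland (the glands span 0.81). Its macrophage score was the highest as well (1.53, with -0.248 to 0.722 in the others), and macrophages express Vim, so the Vim value alone does not point to a cell type. The skeletal muscle score of tumor 3 was also the highest of the tumors (1.11, next 0.32), and whether muscle tissue was included was not tested. A tumor with few epithelial transcripts, a spindle cell form for example, may be the source of both values (0.281 and -2.57), and no test bears on that hypothesis.

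Other single arrays stood apart as follows. In hyperplastic 3 the epidermis list (0.965), the neutrophil list (0.762) and S100a8 (0.782) were highest and hormone-sensing genes lowest (0.715). In tumor 6 the brown fat list (0.765) and Wnt targets (0.64) were highest and lymphatic endothelial genes lowest (0.662). In tumor 1 the interferon list (0.675), Oas1a (0.651), Irf1 (0.678) and Igtp (0.645) were lowest. In normal 5 Serpinb2 (0.876) and the epidermis list (0.802) were highest, in normal 2 the neutrophil list (0.653), in hyperplastic 2 Igkv5-45 (0.651), in hyperplastic 5 Padi3 (0.676) and in tumor 2 Kera (0.642).

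Transcript clusters without a single gene symbol, which stand outside the named genes, also differed between groups. Of 31494, limma called 6900 (21.9%) in tumors against normal glands, 2833 (9%) in tumors against hyperplastic glands, 429 (1.36%) in hyperplastic against normal glands and 6354 (20.2%) in tumors against both. Negative control probe sets passed the same tests in 439 (8.41%), 17 (0.326%), 0 (limma; 0%) and 351 (6.72%) of 5222. Most of the unnamed clusters called in tumors against normal glands were lower (5283), as were most of the control probe sets (406).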

How the results depend on the processing

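All but 2 of the alternatives were planned; exact permutation of list means and leaving out 3 arrays that stood apart were chosen only after the data had been seen. Of 798 values of 28 summary results, 711 stayed on their side of the threshold or within 1.5 times the reported count. Of 10015 values of named genes, 9708 did so, 292 no longer passed, 15 newly passed and 0 reversed. A gene that failed in both fits counted as unchanged whatever its sign. Both tallies include the second table, whose identical values fixed its agreement in advance. They also include the mean of a gene's clusters, which can alter only 198 genes. The counts of falls beyond 4-fold stayed within 1.5 times the reported ones under every alternative run: 189 to 238 in tumors against normal glands, 107 to 162 against hyperplastic glands, 2 to 4 in hyperplastic against normal glands and 145 to 200 in tumors against both. Whether the same genes made up these counts was not examined. The comparison of hyperplastic with normal glands depended most on the processing. Only 3 reference genes were measured, and fitting only the groups compared has no version for tumors against both. Weak signal over background limits genes under the detection level.

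With centring on reference genes, falls in tumors against normal glands were 2053, rises and falls against hyperplastic glands 13100 and 1328, with 7 rises beyond 4-fold, and against both 12470 and 1848, with 35. Hyperplastic against normal glands then had 34 rises, 0 beyond 4-fold, and 16 lists higher, a first component difference of 9.63 (exact permutation p = 0.201) and a distance difference of -0.717, reversed (p = 0.935). Centring moves all genes of an array together and also alters the spread between arrays, and which of these changed the values was not tested.

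Rises beyond 4-fold in hyperplastic against normal glands were 0 with cyclic loess, 2 with only genes above the detection level, which adjusts over fewer genes, 0 with trend and robust moderation (164 rises in all), 3 with array weights (1549 rises and 822 falls) and 4 with only the groups compared (1002 and 522). Rises beyond 4-fold in tumors against hyperplastic glands were 1 with the mean of a gene's clusters and 4 with array weights. With unadjusted p, rises against hyperplastic glands were 5232, and hyperplastic against normal glands had 2176 rises, 4 beyond 4-fold, and 1492 falls. Apart from the unadjusted counts, the cause was not tested.

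With an estimated correlation, camera called 0 lists higher and 0 lower in tumors against normal glands, 1 higher and 12 lower against hyperplastic glands, 0 and 0 in hyperplastic against normal glands and 0 and 0 in tumors against both. Exact permutation of list means called 4 higher in tumors against both. Without tumors 3 and 6 and hyperplastic 3, rises beyond 4-fold were 18 against hyperplastic glands and 39 against both, and the distance difference of hyperplastic glands was 7.74 (exact permutation p = 0.0606).

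With 1 array left out, lists higher in tumors against normal glands ranged from 2 to 5 and against both from 2 to 4, and rises beyond 4-fold from 0 to 6 against hyperplastic glands and from 10 to 32 against both. In hyperplastic against normal glands rises ranged from 88 to 377, falls from 80 to 233, rises beyond 4-fold from 0 to 2 and the distance difference from 7.10 to 11.4.

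Whether the replicate numbers pair the arrays stayed open. Of 18 pairs with the same number, 7 correlated above 0.1 (-0.19 to 0.4), and 8 of 18 arrays correlated best with their own number. All pairs were positive for number 4 (0.071 to 0.12) and number 6 (0.057 to 0.24). Whether these values exceed chance was not tested, so a shared origin or processing by number cannot be set aside. A block for the number gave 5199 rises and 3570 falls in tumors against normal glands, 3194 and 2411 against hyperplastic glands, and 284 and 223 in hyperplastic against normal glands.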

Other observations

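The mast cell test on markers not looked at before, and the counts over other splits of the arrays, were planned before their results were seen, whereas the remaining gene groups and tests were chosen only after the result was seen.

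Mast cell protease transcripts were lower in hyperplastic glands and in tumors. Against normal glands, 4 mast cell genes first seen among the largest falls (Cpa3, Mcpt4, Cma1 and Mrgprb1) averaged -1.99 in hyperplastic glands and -3.04 in tumors, all 4 called each time. Between tumors and hyperplastic glands their mean change was -1.05, with 3 of 4 called, and that of 14 other mast cell markers -0.03 (exact permutation p = 0.6). Against normal glands those 14 changed by -0.146 in tumors, with 4 called lower (exact permutation p = 0.0411). No p-value is given where genes were chosen by the difference in question. Genes of resident and perivascular macrophages, which include Cd163 and the Cd209 lectins, fell in 7 of 16 in hyperplastic glands (mean change -0.56) and in 8 of 16 in tumors (-0.88, 1 higher). The list holds genes that had been seen to fall. The general macrophage list was not lower in either.

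Interferon-induced GTPases, a family that includes Igtp and is switched on by interferon gamma, rose in 3 of 10 in hyperplastic glands over normal ones (mean change 0.64). The list was likewise made after Igtp had been seen. In tumors they were lower than in hyperplastic glands in 10 of 10 (-1.13) and lower than in normal glands in 4 of 10 (-0.49, exact permutation p = 0.00866). Cxcl9, which the same cytokine induces, went the same way. Mitochondrial transcripts averaged 8.81 ± 0.33 in tumors, 9.39 ± 0.26 in hyperplastic glands and 9.16 ± 0.20 in normal glands (SD, n = 6 each; exact permutation p = 0.00649 for tumor against hyperplastic, 0.0541 for tumor against normal and 0.108 for hyperplastic against normal).

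The fall of mast cell protease genes in hyperplastic glands was weighed against a lower share of all stromal cells. Adipocyte genes were not lower there (mean change 0.12), and the 4 genes lay -2.11 from them in their change. The 4 genes were picked by this fall, so the gap is not an independent test. Fibroblast and endothelial genes, which the test did not use, were lower by less (mean change -0.29 and -0.20). A lower share of stromal cells therefore stays open as part of the cause. Fewer mast cells is a candidate explanation. Of 14 other mast cell markers 12 had a lower mean and 2 were called lower, but their mean change was -0.113 (exact permutation p = 0.0152), between the bound set for fewer cells and the bound set against it. Fewer cells therefore stay open beside a change of protease expression within the cells, which was not tested, and several of those markers are also expressed by other cells of the gland.

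Whether other ways of splitting the arrays give as many calls was counted over 100 splits per comparison, the real one included. In each comparison only the real split (1 of 100) reached its number of genes, the smallest share that this count can give. The count treats every array as independent, which the labels do not state. The real splits had 8713 called genes in tumors against normal glands (highest other split 4082), 5546 against hyperplastic glands (3042), 451 in hyperplastic against normal glands (1) and 8703 in tumors against both (1). Genes beyond 4-fold gave the same result, with 269 against 97, 143 against 90, 4 against 1, and 191 against 0 in the highest other split. Why some other splits gave high counts was not tested. For the number of lists called by camera the real split did not stand apart, and chance was not excluded for these counts. The count does not measure the size of a list's change. Exact permutation of list means, which does, called 5 lists higher and 14 lower in tumors against normal glands at an adjusted p under 0.05. It called 2 and 14 against hyperplastic glands, 7 and 2 in hyperplastic against normal glands, and 4 and 14 in tumors against both. As many camera calls came from 19 of 100 splits in tumors against normal glands (real 17, highest other 20), 38 against hyperplastic glands (16 and 22), 23 in hyperplastic against normal glands (12 and 18) and 22 in tumors against both (16 and 22), so the list counts carry less weight than the calls of their member genes.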
